A study of Mus musculus with 4 samples. Its data were reported in "A comparative transcriptomic analysis of Glucagon-like peptide-1 receptor- and Glucose-dependent insulinotropic polypeptide receptor-expressing cells in the hypothalamus" (2022).

How the data were processed

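Cells came from the hypothalamus of male mice (C57BL/6 background) in which Gipr-driven Cre switches on EYFP. Per the labels, the tissue was digested with papain, EYFP-positive cells stained with the nuclear dye DRAQ5 were sorted by flow cytometry, and libraries were made with the 10x Genomics 3′ kit. The labels list 4 samples of 1 group and the series describes the cells as pooled. All barcodes of the matrix share 1 suffix and no key ties cells to samples, so the matrix was analysed as 1 sample and no test between samples was run. The deposited values are raw UMI counts per gene and barcode, not filtered for cells, made by the authors with Cell Ranger 6.1.2 on GRCm39. The authors had extended the annotation at the 3′ ends of Glp1r, Ghsr, Prokr2 and Prlhr and added an EYFP feature. Positions here are from GENCODE vM39 (GRCm39, 1-based), in which 31966 of the 32533 features were found by identifier. Of these, 30005 kept the same symbol and 567 features were not found.

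Barcodes with at least 500 genes and at most 20% mitochondrial UMIs were kept, as the study's methods state, which left 8545 cells. Scrublet in scanpy 1.11.5, at an expected rate of 7%, called 243 cells (2.84%) doublets. The study's sort had a gate for singlets, but no removal of doublets after sequencing is stated. They were therefore kept, and removal was tried as an alternative. Free RNA was read from the 1121503 barcodes of 1 to 100 UMIs (6115451 UMIs), and the share of each class's UMIs that it could give was set from markers of the other classes with at least 50 CPM there. Clusters were made in Seurat 5.3.0 with sctransform 0.4.2 (R 4.3.3). The submitters' notes name Seurat 4.1.0, so the first version of the SCTransform model was used. SCTransform regressed the percentages of mitochondrial, ribosomal and Xist UMIs. Of 3000 variable features, the genes of the gene lists were left out, except those that are also cell type markers, such as Cspg4. This left 2707. Clustering used 30 principal components, 20 neighbours and the Louvain method at resolution 0.8 with seed 1. A marker counted as held by a cluster at 2-fold over the median cluster and 20 CPM, and a class needed at least 3 held markers. The 10 leading genes of a cluster, each with at least 30 UMIs and a UMI in at least 10% of its cells, were set against clusters of other candidate classes. The 10% minimum and this contrast were set after the clusters were seen. All 18 clusters were named into 8 classes. The names were rebuilt from markers, so differences from the study in cell numbers can stem from them.

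For each class, the UMIs of Gipr, EYFP, Glp1r, Glp2r and Gcgr were summed and given as CPM with exact Poisson 95% intervals. Shares of cells were given with exact Clopper-Pearson intervals, raw and after thinning each cell to 2490 UMIs, the 10th percentile, with cells below it left out. A count of 0 was taken to allow up to 3 counts. There were 5 comparisons between classes, in which UMIs were summed over cells and the ratio of CPM got an exact conditional binomial interval. A gene was measured with at least 30 UMIs over both sides, and was called higher or lower at a ratio of at least 2-fold with an interval that excludes 1. A side at 0 was set to 3 UMIs over the whole side, and such a ratio is a bound. Medians of a list's log2 ratios, given for lists with at least 3 measured genes, were ranked among 10000 random lists matched on expression. Cells of 1 sample are not replicates, so no p-values were computed. The study's marker gates for vascular cells, oligodendrocytes and neurons were applied to raw UMI counts, and the cells of each gate were clustered again in the same way. A cluster was called mixed when its share of doublet calls, or its level of the markers of another class, passed a set limit.

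The 25 gene lists were fixed before the data were examined. They are incretin receptors and reporter, arterial mural, venous and capillary mural, arterial endothelial, venous and capillary endothelial, VLMC subtype, pericyte cluster genes named by the study, immediate early genes, heat shock and dissociation stress, late and myelinating oligodendrocyte maturation, oligodendrocyte precursor and astroglial, fast transmitter machinery, neuropeptides and secreted factors, feeding and hormone receptors, hypothalamic regional transcription factors, vascular and paracrine receptors, blood-brain barrier and ABC transport, solute carriers, potassium channels, basement membrane and collagens, cytosolic ribosomal proteins, mitochondrially encoded, interferon response and antigen presentation, and a sex-linked check. The rule for named genes took the up to 25 measured list genes with the largest ratio and at least 20 CPM on the higher side, with at most 5 per list, plus all members of the incretin, mural, endothelial and VLMC lists. Within a gate it took list genes that differed at least 3-fold between clusters of at least 30 cells, up to 15 genes. A few gate genes outside this rule (among them Pmp22, Apoe, Prrx1, Lmcd1, Opalin, Foxp2, Six3, Rgs5, Ackr3, Car4, Olfr558, Cnn1, Gad1 and Slc32a1), Gipr and EYFP by cluster, and the cells of high Gnrh1, were chosen after their values were seen. The values of some list genes are not reported here.

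Alternatives to the cell filter, doublet handling, clustering, naming, normalization, free-RNA correction, depth and the minimum of UMIs per gene were run, and their effect is given in the closing section. The calling rule was checked on data with 200 simulated changed genes. A 4-fold change was recovered for 95.4% to 100% of genes and a 2-fold change for 38.8% to 56.7%. Of unchanged genes, 99.4% to 99.7% were called neither. The simulated counts held counting error only, with no differences between cells or samples, so these shares are not error rates for the real data. The remaining analyses used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. No paired analysis was possible because no key ties cells to the 4 samples. The study's other datasets were not analysed here.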

Results

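Hypothalamic cells of male mice in which the Gipr promoter drives Cre recombinase, and Cre switches on an EYFP reporter, were sorted for EYFP and profiled by droplet-based single-cell RNA sequencing. Gipr encodes the receptor for glucose-dependent insulinotropic polypeptide (GIP), an incretin hormone released by the gut after a meal. The study compared hypothalamic cells marked by Gipr with those marked by Glp1r, the gene of the glucagon-like peptide-1 receptor. Only cells marked by Gipr are analysed here. The labels list 4 samples in 1 group, but all barcodes share 1 suffix and nothing ties a barcode to a sample, so the cells were treated as 1 pooled sample (n = 1, no replicates). No test between samples was possible. Every interval in parentheses after a value is a 95% interval that covers counting error only. Of 1598908 barcodes, 8545 cells passed the filter, with a median of 4828 UMIs (unique molecular identifiers, range 608–73332) and 2306 genes per cell. These cells held 73079108 UMIs, 90.4% of all UMIs in the matrix. Because the cells had been sorted, the shares below are shares of sorted cells, not of the tissue.

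Pericyte-like cells, which carried markers of the cells that wrap capillaries, made up most of the sorted cells. They numbered 4607 (53.9%, exact Clopper-Pearson 52.9–55.0%). Oligodendrocyte-like cells, with markers of the glia that form myelin, followed with 2336 cells (27.3%, 26.4–28.3%). The other vascular classes were cells like smooth muscle cells (SMC-like, 539 cells, 6.31%, 5.80–6.84%), endothelial-like cells (398, 4.66%, 4.22–5.13%) and cells like vascular and leptomeningeal cells, the fibroblasts of vessels and meninges (VLMC-like, 304, 3.56%, 3.17–3.97%). These 4 vascular classes together held 5848 cells (68.4%, 67.4–69.4%). Neuron-like cells numbered 238 (2.79%, 2.45–3.16%), astrocyte-like cells 93 (1.09%, 0.879–1.33%) and macrophage- or microglia-like cells 30 (0.351%, 0.237–0.501%). The 18 clusters behind these 8 classes all received a name. With leading genes set against all other clusters, a naming rule chosen after the values were seen, 1083 cells lost their name and the pericyte-like share was 44.7%.

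Gipr transcripts were scarce and, among the classes that held any, densest by CPM in pericyte-like cells, while EYFP transcripts were found in most cells. Gipr had 280 UMIs in 263 of the 8545 cells (3.08%), and EYFP 29663 UMIs in 6956 cells (81.4%). Pericyte-like cells held 180 Gipr UMIs, or 10.3 CPM (8.81–11.9), where CPM is counts per 1000000 UMIs of the class, against 2 UMIs and 0.533 CPM (0.0646–1.93) in SMC-like cells. The ratio of these levels was 19.2 (5.24–159.9), or 10.5 (2.87–87.6) by UMIs per cell. Its log2, 4.26, was 5.23 with the cell with the most Gipr UMIs left out of each class. Since the SMC-like UMIs lay in 2 cells, that step raises the ratio by construction and is no check of it. Oligodendrocyte-like cells held 88 Gipr UMIs at 2.33 CPM (1.87–2.87), a level below that of pericyte-like cells by a ratio of 4.40 (3.39–5.74), although the share of cells with a Gipr UMI was alike, 3.67% (3.14–4.25%) of pericyte-like cells (median 3797 UMIs) and 3.55% of oligodendrocyte-like cells (median 16380.5 UMIs). After every cell was thinned to 2490 UMIs, the shares were 2.66% and 0.615%. Free RNA, read from barcodes of 1 to 100 UMIs, itself held Gipr at 8.99 CPM (6.78–11.7). Its estimated share of the UMIs would give 0.282 CPM of Gipr in pericyte-like and 0.480 CPM in oligodendrocyte-like cells. Endothelial-like cells had 4 Gipr UMIs, 1.495 CPM (0.407–3.83) against 1.36 CPM from free RNA, so no Gipr above that background was detectable there. Neuron-like cells had 4 Gipr UMIs in 238 cells, at 0.561 CPM (0.153–1.44), VLMC-like cells 1 and astrocyte-like cells 1. In these 3 classes and in SMC-like cells, too, the level that free RNA would give (0.226, 0.542, 1.11 and 0.200 CPM in this order) was not below the interval. Macrophage- or microglia-like cells, with a median of 5408.5 UMIs, had a Gipr UMI in 0 of 30 cells, which allows a share of up to 10%. This limits the cells with a UMI, not the cells expressing the gene.

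By CPM, EYFP was highest in the mural classes and lower in oligodendrocyte-like, endothelial-like and neuron-like cells. In these 3 classes it was above the level that their estimated share of free RNA would give. It stood at 1024 CPM (1009–1039) in pericyte-like, 801 CPM (772–829.8) in SMC-like, 456 CPM (432–481) in VLMC-like and 235 CPM (217–255) in endothelial-like cells. In oligodendrocyte-like cells it was 135 CPM (132–139), with a UMI in 74.3% of the cells and in 26.5% after thinning. Neuron-like cells were at 202 CPM (192–213), astrocyte-like cells at 107 CPM (87.4–129) and macrophage- or microglia-like cells at 115 CPM (75.4–169). In UMIs per cell the order was another, with 6.06 in neuron-like, 5.57 in SMC-like, 4.5 in VLMC-like, 3.90 in pericyte-like and 2.19 in oligodendrocyte-like cells. Free RNA itself held EYFP at 260 CPM (247–273). Its estimated share of the UMIs would give 13.9 CPM in oligodendrocyte-like, 39.4 CPM in endothelial-like and 6.53 CPM in neuron-like cells. For endothelial-like cells EYFP was set against free RNA only, and endothelial-like cluster 6 of the vascular gate below held pericyte markers at 13.7% of their level in pericyte-like cells. Glp1r, the receptor for glucagon-like peptide-1, was found mainly in neuron-like cells, which held 132 of its 150 UMIs in 27 cells, at 18.5 CPM (15.5–21.9). SMC-like cells held 12 Glp1r UMIs in 8 cells, 3.20 CPM (1.65–5.59), and endothelial-like cells (median 5961.5 UMIs) had a Glp1r UMI in 0 of 398 cells, which allows a share of up to 0.754% of cells with a UMI. The share of free RNA would give 0.0781 CPM of Glp1r in neuron-like and 0.0690 CPM in SMC-like cells. Glp2r and Gcgr, the receptors for glucagon-like peptide-2 and glucagon, had 1 UMI each in all cells. Gipr (ENSMUSG00000030406, chromosome 7, 18888169–18900228, minus strand, GRCm39) is overlapped on the other strand by Gm73626, and Glp1r (ENSMUSG00000024027, chromosome 17, 31120525–31159765, plus strand) by Gm10503 and Gm50252. EYFP is a feature that the authors added, and its reporter sits in the Gt(ROSA)26Sor locus (ENSMUSG00000086429, chromosome 6, 113043843–113055336, minus strand).

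**Figure D1:**
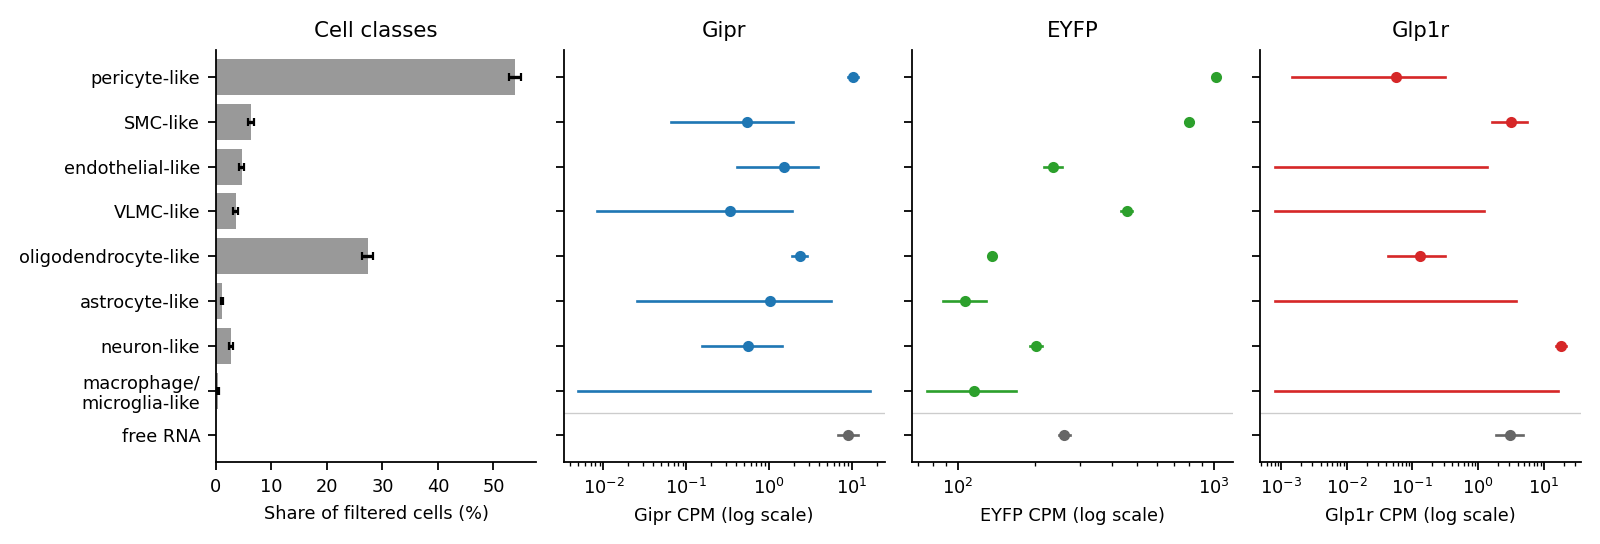
Left, the share of the 8545 cells in each class with exact 95% Clopper-Pearson intervals; right, the CPM of Gipr, EYFP and Glp1r in each class on a log axis with exact 95% Poisson intervals, where grey marks free RNA and a line without a point marks a class with 0 UMIs and its upper bound. Among the classes with a UMI of the gene, Gipr is highest in pericyte-like cells at 10.3 CPM, and Glp1r in neuron-like cells at 18.5 CPM. Macrophage- or microglia-like cells have 0 UMIs of either gene, with an upper bound of 16.4 CPM.

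Pln and Cnn1, which SMC-like cells held, were nearly absent from pericyte-like cells. Pln, which encodes the calcium pump regulator phospholamban, stood at 2.39 CPM in pericyte-like and 1133 CPM in SMC-like cells, a ratio of 0.00211 (0.00152–0.00286). Cnn1, encoding the actin-binding protein calponin, had a ratio of 0.00309 (0.00164–0.00530). Among the named list genes, the highest ratios were those of Nts, the precursor of the peptide neurotensin, and Slc22a8, an organic anion transporter. Nts stood at 247 CPM against 9.60 CPM, a ratio of 25.7 (18.6–36.8), and Slc22a8 at a ratio of 20.7 (16.4–26.4). The 119 cells with at least 10 Nts UMIs, 101 of them pericyte-like, held 43.3% of its UMIs over all cells. Because it sets pericyte-like against SMC-like cells, the comparison cannot tell cell type from position along the vessel between artery and vein.

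Of the 8 measured genes of the arterial mural list, 0 were at least 2-fold higher in pericyte-like cells and 7 at least 2-fold lower, with a median log2 ratio of −5.55. They included Sncg (0.00241), Cd93 (0.0141), Crip1 (0.0324), Eln, which encodes elastin (0.0409), and Tinagl1 (0.0511), while Nanos1 was at 1.46 (1.05–2.05). The median over all 12210 measured genes was 0.32. In the venous and capillary mural list, 3 of 7 genes were higher, namely Ifitm1 at 12.4, Vtn, encoding the matrix protein vitronectin, at 10.5, and Car4, a membrane-bound carbonic anhydrase, at 5.22. Rgs5 (1.63) and Cspg4 (1.63) stayed under 2-fold, Ackr3 was at 0.637 (0.599–0.677), and the olfactory receptor gene Olfr558, called Or51e1 in the annotation used, was lower in pericyte-like cells at 0.0142. The study also read Cnn1, Tinagl1, Cd93, Nanos1, Rgs5, Car4, Olfr558 and Ackr3 in libraries that include this one, so their directions are not independent evidence.

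Single genes of ion channels and receptors were lower too. Kcna5 (0.00405) and Kcnab1 (0.00396), subunits of voltage-gated potassium channels, and Kcnma1 (0.0135), the pore of a calcium-activated potassium channel, were lower in pericyte-like cells, as were Htr1b (0.0105), a serotonin receptor, and Ramp1 (0.00953), a part of the receptor for calcitonin gene-related peptide. Over whole lists, potassium channels went both ways with 5 of 21 higher and 8 lower, and vascular and paracrine receptors had 9 of 18 higher and 6 lower. Solute carriers had 53 of 195 higher and 16 lower, and collagens and basement membrane genes 17 of 35 higher and 4 lower. Immediate early genes, which respond within minutes to a stimulus, were lower in pericyte-like cells for 11 of 15 members, with Fos at 21.0 against 346 CPM. Genes of cytosolic ribosomal proteins were lower for 43 of 81 (median log2 ratio −1.03) and mitochondrially encoded genes for 6 of 13 members. None of the 9 heat shock genes passed 2-fold. Of the 2 measured members of the incretin receptor and reporter list, Gipr was higher and EYFP was at 1.28 (1.23–1.33) by CPM and at 0.701 (0.674–0.729) by UMIs per cell.

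**Figure D2:**
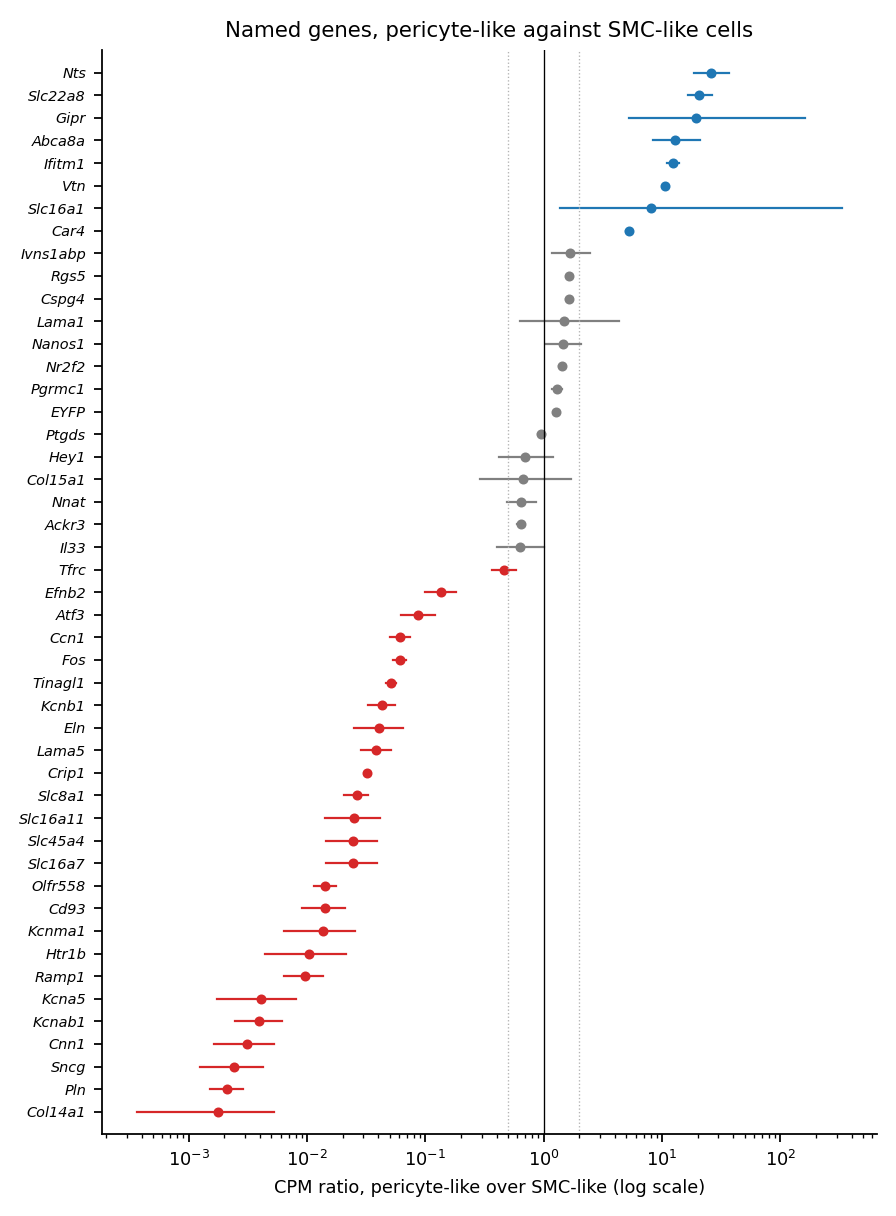
Ratio of CPM in pericyte-like over SMC-like cells for named genes on a log axis, each with its exact 95% interval; blue points were at least 2-fold higher in pericyte-like cells, red points at least 2-fold lower, grey points neither, and dotted lines mark ratios of 0.5 and 2. Nts is the highest at 25.7; Slc16a1 rests on 1 UMI in SMC-like cells and turned lower under another cell filter and another normalization.

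Abcb1a, Mfsd2a, Slc19a3, Edn1 and S1pr1 were carried by endothelial-like cells and nearly absent from mural-like cells. Abcb1a, which encodes the efflux pump P-glycoprotein, stood at 753 against 1.55 CPM in pericyte-like and SMC-like cells together, a ratio of 486 (345–708). Mfsd2a, a lipid transporter, had a ratio of 352 (237–546), and Slc19a3, a thiamine transporter, of 812. Slc38a5 (ENSMUSG00000031170, chromosome X, 8123870–8146425, plus strand), a glutamine transporter, had 1 UMI on the mural side and a ratio of 2715 (484–107561). Edn1, the precursor of the vasoconstrictor endothelin-1, was at 519 and S1pr1, a sphingosine-1-phosphate receptor, at 363. The comparison sets the inner lining of the vessel against the cells around it.

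All 6 genes of the arterial endothelial list were higher in endothelial-like cells, with Sema3g at 199, Vegfc, a growth factor, at 153 and Efnb2, an ephrin of arteries, at 5.32. In the venous and capillary endothelial list 5 of 6 were higher, while Nr2f2, a transcription factor of veins, was lower at 0.188 (0.165–0.214). Transcription factors that respond to blood flow, Klf2 (2055 against 37.3 CPM) and Klf4 (ratio 59.7), were among 7 of 15 immediate early genes that were higher. Interferon response and antigen presentation genes were higher for 10 of 13 members, with Irf7 at 35.0. The list of blood-brain barrier and ABC transporters had 13 of 37 higher and 6 lower, and that of vascular and paracrine receptors 6 of 22 higher and 13 lower (median log2 ratio −1.81). The study also read genes of both endothelial lists in libraries that include this one, so their directions are not independent evidence. Potassium channels were mostly lower (14 of 26), as were collagens and basement membrane genes (21 of 35). Vtn (0.189), Cspg4 (0.165) and EYFP (0.239) were lower, and Cnn1 had 0 UMIs. Gipr, which was not above free RNA in endothelial-like cells, was lower at 0.175 (0.0472–0.456), a log2 ratio of −2.51 that fell to −5.79 with free RNA subtracted. The share of UMIs that free RNA could give was 15.2% in endothelial-like cells, and 2 higher genes rested on few cells. Il33 took 61.4% and Ptgds 33.3% of its endothelial UMIs from 1 cell, without which Il33 stood at a log2 ratio of 0.80, and both turned lower with doublets removed, as did the median of the VLMC subtype list (2.04 in the main result).

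Crabp2, Rbp4, Col15a1 and Col6a1 were carried by VLMC-like cells and nearly absent from mural-like cells. Crabp2 (ENSMUSG00000004885, chromosome 3, 87855973–87860683, plus strand) and Rbp4, which encode binding proteins for retinoids, had ratios of 1831 and 875, the latter with 986 against 1.13 CPM. Col15a1 and Col6a1, chains of collagens XV and VI, had ratios of 490.4 (348–714) and 559.7 (384–851). Slc13a4, a sulphate transporter, was at 1043, Slc22a6, an organic anion transporter, at 965 and Lepr, the leptin receptor, at 122. Here the fibroblast-like cells of vessels and meninges are set against mural cells.

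Of the list of VLMC subtype genes, 13 of 13 were higher, with Il33, an alarm cytokine, at 109, Ptgds, which makes prostaglandin D, at 33.8 and Edn3, an endothelin, at 368. The study also read these genes in libraries that include this one, so their direction is not independent evidence. Collagens and basement membrane genes were higher for 23 of 41 members and lower for 4, interferon genes higher for 11 of 14 and immediate early genes for 10 of 15. The venous and capillary mural list was lower for 6 of 7 members, with Rgs5, a regulator of G-protein signalling, at 163 against 6028 CPM and Car4 at 0.0251. Nts (0.0227), Kcnmb1 (0.0191), Gipr (0.0390, 0.000982–0.220, 1 UMI) and EYFP (0.463) were lower too by CPM, while EYFP UMIs per cell stood at a ratio of 1.15 (1.09–1.22) to pericyte-like cells. The myelinating oligodendrocyte list had a median log2 ratio of 0.92 here, which turned negative with doublets removed.

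Oligodendrocyte-like cells were rich in myelin genes and poor in genes of most vascular, neuronal and immune lists. Ptgds (ENSMUSG00000015090, chromosome 2, 25352795–25362601, minus strand) stood at 15719 against 1406 CPM in all other cells, a ratio of 11.2 (11.1–11.3), and Il33 had a ratio of 4.52 (4.31–4.73). Slc16a1, a lactate transporter, was at 3.03 (2.82–3.25). Gipr (0.429, 0.329–0.555) and EYFP (0.195, 0.189–0.201) were lower by CPM, and Glp1r stood at 0.0323. Per cell, Gipr stood at 0.0377 UMIs against 0.0328 over all cells, so its direction rests on the scaling, and EYFP at 2.19 against 3.47. The comparison sets glia that form myelin against the rest of the sorted cells. These include the vascular, neuron-like and macrophage- or microglia-like classes. Low ratios for genes of those classes partly follow from the make-up of that side. In this comparison all measured genes had a median log2 ratio of −0.80.

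The late maturation list had 9 of 10 genes higher (median log2 ratio 4.07) and the myelinating list 8 of 10 (median 4.71). The study also read several of these genes in libraries that include this one, so they are not independent evidence. Of the precursor and astroglial list, 5 of 6 were lower and 1 higher. Its median log2 ratio of −1.62 lay at percentile 28.15 of the matched random lists, so the list was not set apart from random genes. Interferon and antigen presentation genes were lower for all 16 members, including Cd74, a chaperone of antigen presentation, at 0.00257. Collagens were lower for 41 of 45, immediate early genes for 13 of 15 and potassium channels for 61 of 74. Neuronal genes were low, with Slc17a6, a glutamate transporter of synaptic vesicles, at 0.00599 and Gad1, an enzyme that makes GABA, at 0.0112. Scrublet called 7.49% of oligodendrocyte-like cells doublets, against 0.260% of pericyte-like cells, and these were kept.

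Neuron-like cells held transmitter, peptide and receptor genes of the hypothalamus. Slc17a6 (ENSMUSG00000030500, chromosome 7, 51271434–51320867, plus strand), a marker of glutamatergic neurons, stood at 435 against 0.622 CPM, a ratio of 700.2 (515–978), and Slc32a1, the vesicular GABA transporter, at 59.4 against 0.121 CPM. Htr2c, a serotonin receptor through which appetite is curbed, had a ratio of 1032, Prokr2, a prokineticin receptor, of 1673, Cnr1, a cannabinoid receptor, of 518 and Npy2r, a receptor for neuropeptide Y, of 441. Glp1r was higher at 67.8 (41.3–118), while Gipr (0.134, 0.0363–0.347) and EYFP (0.473) were lower by CPM. Per cell, EYFP was higher, with 6.06 UMIs in neuron-like cells against 3.47 over all cells, and Gipr stood at 0.0168 against 0.0328 UMIs, with a ratio to pericyte-like cells of 0.430 (0.116–1.12) that includes 1. The comparison sets neuron-like cells against the other sorted classes, so it cannot tell which neurons the sort had taken.

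All 11 measured genes of fast transmitter machinery were higher, as were 24 of 26 neuropeptides and secreted factors and 25 of 27 regional transcription factors, with Lhx1 at 869 and Six6 at 535. Feeding and hormone receptors were higher for 13 of 20 and lower for 5, and potassium channels higher for 52 of 74, led by Kcnj6, an inward rectifier, at 2811. Interferon genes were lower for 15 of 16 and the late oligodendrocyte list for all 10 members. The study also read Slc17a6, Slc32a1, Htr2c, Prokr2, Cnr1, Npy2r, Lhx1 and Six6 in neurons of libraries that include this one. Their directions are not independent evidence. A few cells carried some of the peptide signal, since 1 cell held 74.5% of the neuronal UMIs of Ghrh, growth hormone-releasing hormone, and 1 cell 32.5% of those of Th, which makes dopamine precursors. Ghrh stood at a ratio of 676, or a log2 ratio of 7.58 without that cell. Of the 6 genes of the sex-linked check list 4 were measured in each of the 5 comparisons, and none of these passed 2-fold.

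**Figure D3:**
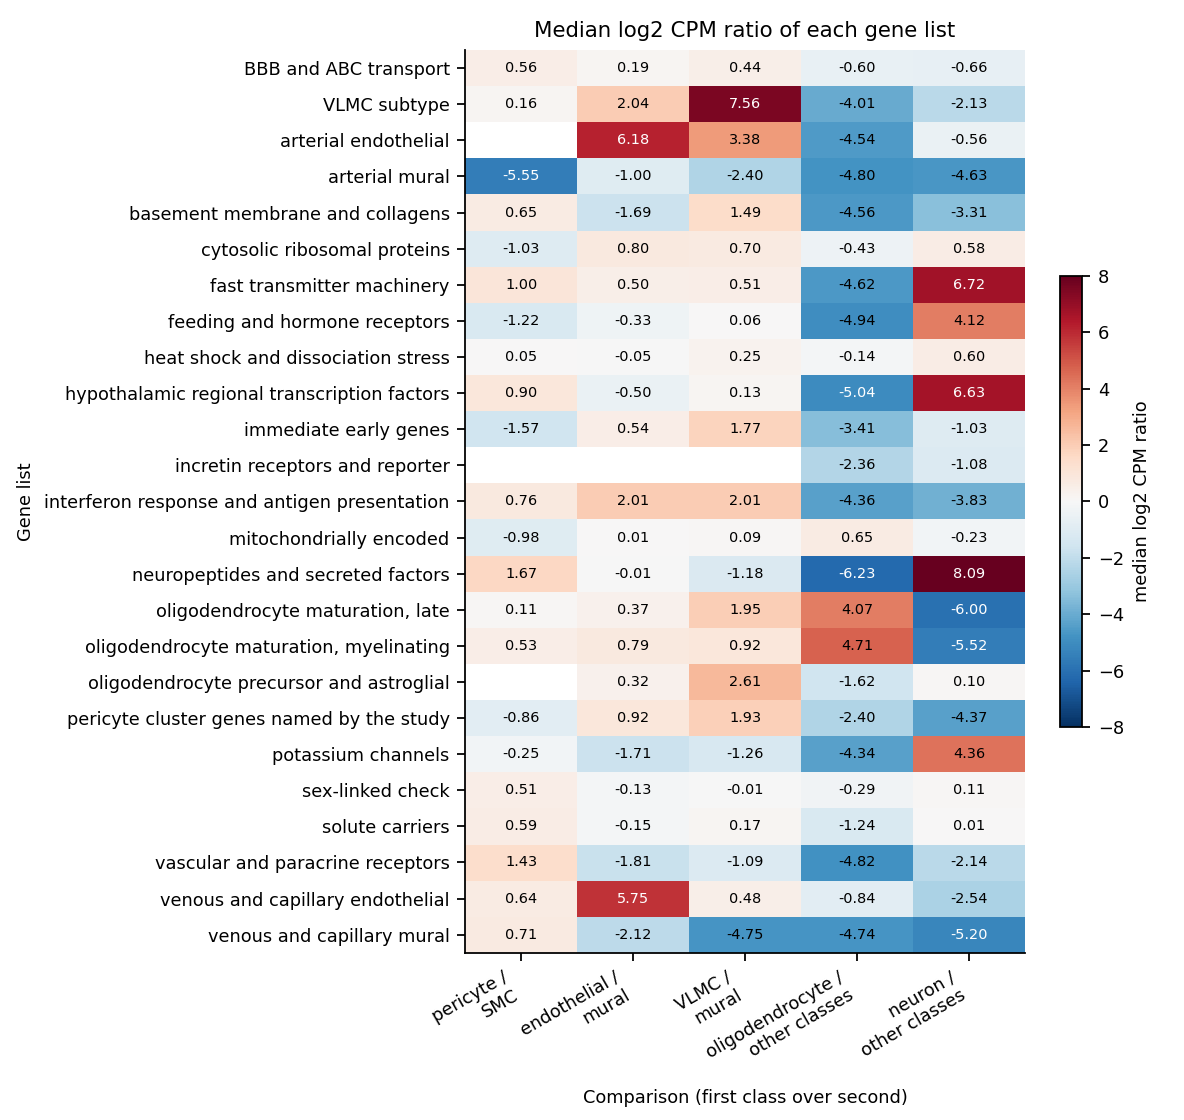
Median log2 ratio of CPM of each gene list (vertical axis) in each of the 5 comparisons (horizontal axis), coloured from lower to higher. The lowest median is −6.23, for neuropeptides and secreted factors in oligodendrocyte-like cells. Those of the VLMC subtype list (endothelial-like cells) and of the myelinating list (endothelial-like and VLMC-like cells) flip sign with doublets removed, and that of potassium channels (VLMC-like cells) with a minimum of 10 UMIs per gene. Of 1447 medians under alternatives, 61 have the other sign.

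Within the gate on vascular markers that the study describes, 1 of the 7 unmixed pericyte-like clusters was marked by Lmcd1, Pmp22, Apoe and Prrx1. The gate took 5735 cells (67.1%, 66.1–68.1%) in 14 clusters. Over these 7 clusters Gipr ranged from 2.89 CPM (0.350–10.5) in cluster 11, with 2 UMIs, to 14.6 CPM (11.3–18.5) in cluster 2, and EYFP from 602 CPM in cluster 9 to 1138 CPM in cluster 3. In cluster 9, 79.5% of the cells were pericyte-like and endothelial markers stood at 10.9% of their level in endothelial-like cells. The extremes of each gene were picked after the values were seen, so their intervals are no test of a difference between clusters. Cluster 11 was marked by Lmcd1, a transcription cofactor (329.8 CPM, ratio to cluster 2 of 256, 116–706), Pmp22, a membrane protein of myelin (459 CPM, 113), Apoe, a lipid carrier (1173 CPM, 18.7), and Prrx1, a mesenchymal transcription factor (375 CPM, 5.32). The study also read these 4 pericyte cluster genes in libraries that include this one. Between pericyte-like and SMC-like cells as a whole, 1 of the 4 was higher in pericyte-like cells and 2 were lower.

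SMC-like cells fell into cluster 5, with more Pln (1315 CPM) and Cnn1 (289 CPM), and cluster 12, with more Rgs5 (8376 CPM), Ackr3 (635 CPM), Car4 (1126 CPM) and Olfr558 (516 CPM). VLMC-like cells fell into cluster 8 of 229 cells and cluster 13 of 56 cells. Cluster 8 held Il33 at 934, Col15a1 at 1241 and Edn3 at 793 CPM, and cluster 13 Rbp4 at 2641 and Eln at 547 CPM, with Il33 at 1.92 CPM. Astrocyte markers stood in cluster 8 at 15.9% of their level in astrocyte-like cells. SMC markers stood in cluster 13 at 11.2% of their level in SMC-like cells, and Eln is itself on the arterial mural list. Endothelial-like cluster 6 held the organic anion transporter Slco1a4 at 2898 CPM and Abcb1a at 799.8 CPM. Cluster 10, of 187 cells, was 89.8% doublet calls and mixed.

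Within the oligodendrocyte gate, maturation genes differed between clusters. The gate took 2134 cells in 10 clusters. Cluster 7, of 124 cells, held Klk6, a protease of mature oligodendrocytes, at 818 CPM against 1.35 CPM in cluster 4, a ratio of 604 (277–1648), and was also high in S100b (1259.9 CPM), Anxa5 (628 CPM) and Enpp6 (583 CPM). Cluster 3 was high in Ptgds (29865 CPM, ratio to cluster 7 of 151, 139.7–164) and Il33 (501 CPM, ratio 45.5, 32.3–66.3). Cluster 4 held the adhesion gene Cntn1 at 259.6 CPM, a ratio to cluster 7 of 156 (66.5–480.1), and the myelin gene Opalin at 1365 against 157 CPM in cluster 7. Ptgds and Il33, lowest in cluster 7, are on the same late maturation list as Klk6, S100b, Anxa5 and Enpp6, so that list did not move as a whole. The study found Il33 higher in its myelinating clusters. The study also read Klk6, Enpp6, Anxa5, Cntn1, Opalin and Il33 in libraries that include this one. Cluster 6, of 171 cells, was 84.8% doublet calls and mixed, and the immediate early genes Fos, Egr1 and Ccn1 were highest there, with 71.1% (Fos), 51.9% (Egr1) and 79.4% (Ccn1) of that cluster's UMIs in 1 cell.

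Within the neuron gate, peptides and transmitter genes differed between clusters. The gate took 242 cells (2.83%, 2.49–3.21%) in 3 clusters. Cluster 3, of 30 cells, held the peptides Avp, vasopressin, at 2620.2 CPM, Prok2 at 359 CPM and Nms at 167 CPM, with the transcription factors Six3 (891 CPM) and Six6 (332 CPM), genes known from the circadian centre of the hypothalamus. It carried Gad1 (468 CPM) and Slc32a1 (192 CPM) and 0 UMIs of Slc17a6, which was at least 111-fold higher in cluster 2. Cluster 2, of 102 cells, held Slc17a6 at 688 CPM, the tachykinin precursor Tac1 at 781 CPM and the transcription factor Foxp2 at 193 CPM. Cluster 1, of 110 cells, held most of Glp1r, with 131 UMIs in 26 cells at 44.5 CPM, a ratio to cluster 2 of 83.6 (22.7–697). It also held Cartpt, a satiety peptide precursor (633 CPM), Sst, somatostatin (628 CPM, with 47.0% of the cluster's UMIs in 1 cell), and Gal, galanin (611 CPM). Most Vip UMIs of cluster 3 (69.8%) and most Npy UMIs of cluster 1 (96.2%) came from 1 cell each. The 10 cells with at least 50 Avp UMIs, all in this gate, held 4664 of its 5011 UMIs, and 1 of them lay in cluster 1. Clusters 3 and 2 held 1270 and 9 Avp UMIs in all, so this 1 cell held most Avp UMIs. The study also read Avp, Prok2, Nms, Six3, Six6, Gad1, Slc32a1, Slc17a6, Tac1, Foxp2, Cartpt, Sst and Gal in libraries that include this one.

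**Figure D4:**
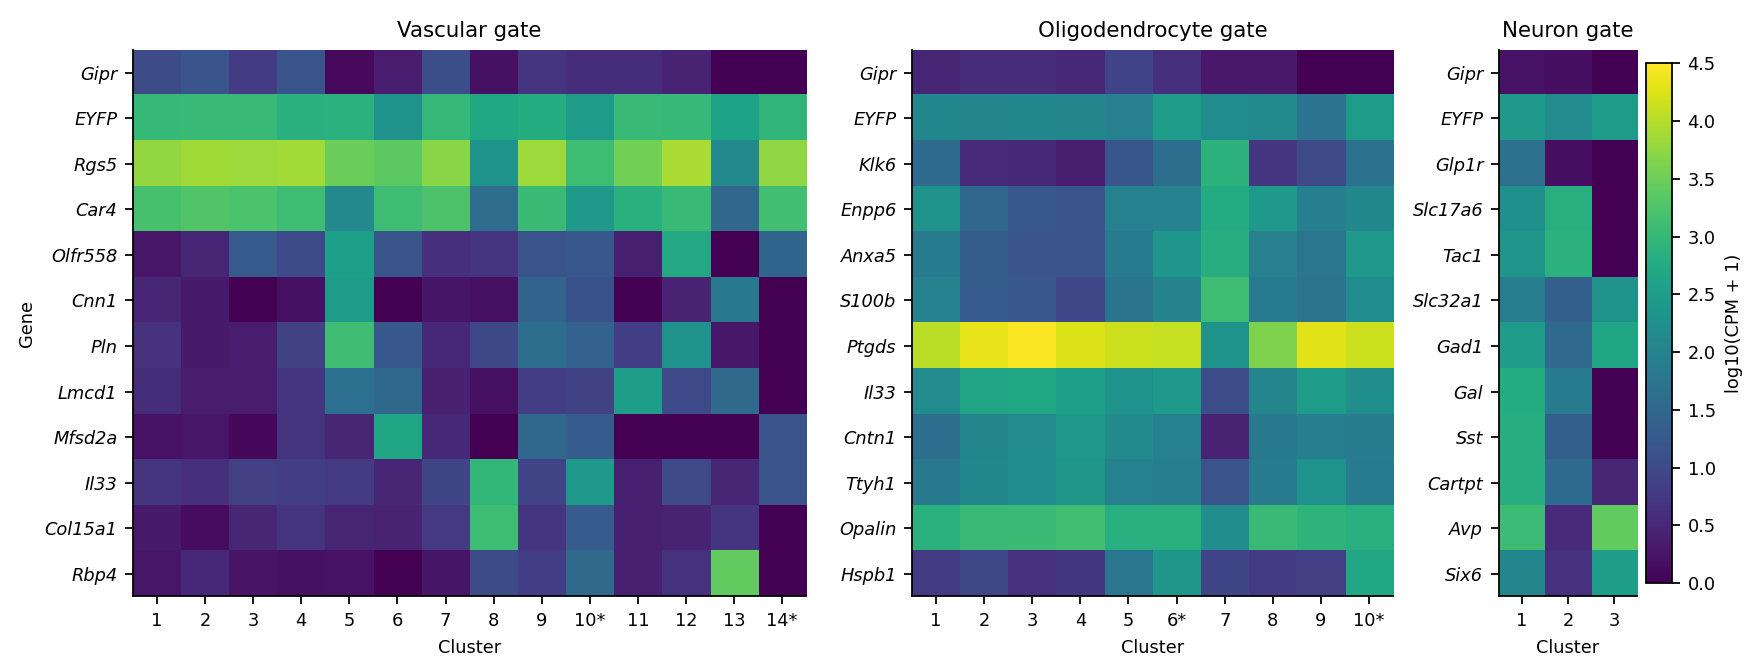
Level of 12 genes (vertical axis) in the clusters (horizontal axis) of each of the 3 gates, coloured by log10 of CPM plus 1, where an asterisk marks a mixed cluster. Klk6 stands out in oligodendrocyte gate cluster 7. Avp is highest in neuron gate cluster 3, although 1 cell of cluster 1 held most Avp UMIs.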

Values the study reported

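The study counted 8,527 cells in its male Gipr-EYFP dataset after filtering, and 14,091 cells over all of its datasets. Over all of its datasets it assigned 70% of cells to vascular types, 17% to oligodendrocytes and 11% to neurons.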

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

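The look at barcodes below the gene minimum was chosen after other results were seen. EYFP had 103 UMIs (84.1–125) in 982 barcodes of 200 to 499 genes, which no comparison uses, above the limit of 3 that a count of 0 allows. Its level there was 285 CPM (233–346), an interval that includes the 260 CPM of free RNA, so no EYFP beyond free RNA is shown there. Gipr had 3 UMIs in these barcodes, at that limit.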

How the results depend on the processing

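Leaving out the cell with the most UMIs of each gene, leaving out oligodendrocyte-like clusters of over 5% mitochondrial UMIs, leaving out mixed clusters, a minimum of 10 in place of 30 UMIs per gene, and the other naming rules were chosen after the data were seen. Gipr CPM stayed between 9.90 and 10.7 in pericyte-like, 0.286 and 0.537 in SMC-like, 1.85 and 2.74 in oligodendrocyte-like, 0.132 and 1.81 in endothelial-like and 0 and 0.661 in VLMC-like cells, and Glp1r CPM between 18.3 and 21.0 in neuron-like cells, under the 9 alternatives run for these levels. The share of neuron-like cells stayed between 2.74 and 3.14% and that of SMC-like cells between 5.92 and 6.53%. Of 1447 values of list medians under alternatives, 126 moved beyond their spread, 11 of them with a change of sign, and 11 reversed. A further 39 changed sign within their spread. For ratios of named genes the counts were 693 and 7 of 3552, and 13 of those that moved changed sign. The mean of each cell's CPM raised the median log2 ratio of all genes by 0.11 in the oligodendrocyte comparison, a minimum of 10 UMIs per gene shifted it there by −0.10 and in the neuron comparison by 0.10, and no other setting shifted it by over 0.1 in any comparison. Depth limits what can be said of Gipr in SMC-like and neuron-like cells, with 2 and 4 UMIs. Leaving out replicates, DESeq2 and a test with no filter on low counts were planned only for cells assigned to the 4 samples and were not run.

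The following are the main shares and levels that moved beyond their counting interval, and the ratios and list medians that reversed. Ratios, list medians and other levels that moved without reversing are not listed. At a mitochondrial maximum of 10%, the share of pericyte-like cells was 55.6%, of oligodendrocyte-like cells 25.7%, of macrophage- or microglia-like cells 0.712% and of the vascular classes together 69.9%. With doublets removed these shares were 55.4% (pericyte-like), 25.9% (oligodendrocyte-like) and 69.7% (vascular), and EYFP stood at 119 CPM in oligodendrocyte-like cells. With log normalization the oligodendrocyte-like share was 26.04% and the astrocyte-like share 1.39%. With leading genes set against all other clusters, pericyte-like cells made up 44.7%, oligodendrocyte-like cells 23.9% and vascular classes 59.2%, since 1083 cells went unnamed, and EYFP stood at 1068 CPM in pericyte-like cells. The study's gates took 67.1% (vascular) and 24.97% (oligodendrocyte). With the mean of each cell's CPM, EYFP stood at 961 CPM in pericyte-like and 128 CPM in oligodendrocyte-like cells. With free RNA subtracted, oligodendrocyte-like cells had 121 CPM of EYFP and 1.85 CPM of Gipr. Thinning to 3531 UMIs left Gipr in 3.63% of pericyte-like and 1.16% of oligodendrocyte-like cells and EYFP in 94.4% and 34.9%, with cells below 3531 UMIs left out. In log2 ratios, Slc16a1 reversed between pericyte-like and SMC-like cells to −0.82 at a mitochondrial maximum of 10% and −0.84 with log normalization. Between endothelial-like and mural-like cells, Il33 reversed to −1.34 with doublets removed and −1.05 in cells between the 10th and 90th percentile of UMIs. Ptgds reversed there to −0.51 and −0.50 in the same order and to −3.12 with free RNA subtracted. The VLMC subtype list reversed in the same comparison to −0.42, −0.44 and −0.53 under these 3 settings, and the myelinating oligodendrocyte list to −0.48, −0.69 and −1.33, to −0.21 with log normalization and to −0.017 with the mean of each cell's CPM. Between VLMC-like and mural-like cells the myelinating list reversed to −0.90 both with doublets removed and between the 10th and 90th percentile. Potassium channels reversed there to 0.37 with a minimum of 10 UMIs per gene. Except for unnamed cells, the cause was not tested.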

Other observations

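The tests of Gipr per cell, of free RNA as a source of EYFP in oligodendrocyte-like cells and of free RNA in the cells of high Gnrh1 were chosen after the results were seen. Gonadotropin-releasing hormone, the peptide that drives the reproductive axis and is encoded by Gnrh1 (ENSMUSG00000015812, chromosome 14, 67982630–67986888, plus strand), came from a handful of sorted neurons. The 11 cells with at least 50 Gnrh1 UMIs held 28204 of its 28789 UMIs (98.0%), were all neuron-like and all lay in cluster 1 of the neuron gate. Each had EYFP, with 4 to 31 UMIs per cell and 117 in total, while Gipr had 0 UMIs in them. They also carried 159 UMIs of Gad1, 151 of the transcription factor Isl1, 100 of Slc17a6 and 78 of Gal, and had a median of 44947 UMIs.

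Single cells also carried pituitary and blood genes. The 2 cells with at least 50 UMIs of Cga, the shared subunit of pituitary glycoprotein hormones, held 1011 of its 1047 UMIs and were in oligodendrocyte-like clusters, although 1 of them also passed the neuron gate. A single endothelial-like cell held 940 of the 967 UMIs of the haemoglobin gene Hbb-bs. Nts, described above as high in pericyte-like cells, ranged over their 5 clusters from 143 to 380 CPM. In the cluster at 380 CPM, 476 of 1686 cells had an Nts UMI, so the level came from a minority of cells. Of the 21 cells with at least 3 Glp1r UMIs, 20 were neuron-like, and all 21 had EYFP, on which the cells had been sorted. Gipr had 0 UMIs in these cells, so the 2 receptors were not seen together in them, which does not show that Gipr is absent.

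The cells that passed the filter numbered 8545. The oligodendrocyte-like share was 27.3% and the neuron-like share 2.79% of these cells, whereas the shares quoted from the study are over all of its datasets together, so no direction is given.

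Gipr stood lower in oligodendrocyte-like than in pericyte-like cells, at 2.33 against 10.3 CPM. Per cell, the ratio of Gipr UMIs, pericyte-like over oligodendrocyte-like, was 1.04 (0.799–1.35). This repeats what the shares of cells with a Gipr UMI had shown, so it is no separate test. CPM divides by UMI totals, which were larger in oligodendrocyte-like cells (median 16380.5 against 3797). The gap in CPM therefore rests on the scaling, and no difference in Gipr UMIs per cell was detectable. With free RNA subtracted the oligodendrocyte-like level was 1.85 CPM. In 1467 oligodendrocyte-like cells with no doublet call and no UMI of a pericyte marker it was 2.49 CPM (1.89–3.23). No biological explanation was tested, since all cells belong to 1 group.

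EYFP was found in oligodendrocyte-like cells at 135 CPM (132–139). Free RNA would give 13.9 CPM, which argues against free RNA as the main source. RNA of pericyte-like cells in doublets or attached fragments is unlikely to be the main source, since the 1467 cells with no doublet call and no UMI of a pericyte marker stood at 118 CPM (114–123), above 67.7 CPM, which is 50% of the level over all these cells. The fall from 135 to 118 CPM leaves it open as a smaller part. No biological explanation was tested.

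EYFP without Gipr in the cells of high Gnrh1 might come from other cells or from free RNA. Vtn, abundant in pericyte-like cells at 14.8 UMIs per EYFP UMI, stood at 0.137 (0.0757–0.232) per EYFP UMI in these cells, which argues against pericyte RNA. EYFP stood at 256 CPM (212–307) against 6.53 CPM from free RNA, which argues against free RNA. Gipr below detection and past activity of the promoter both stay open, and no biological explanation was tested.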
